A study of Gemmatimonas phototrophica with 21 samples. Its data were reported in "Minimal transcriptional regulation of horizontally transferred photosynthesis genes in phototrophic bacterium Gemmatimonas phototrophica" (2024).

How the data were processed

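RNA was sequenced from Gemmatimonas phototrophica AP64, a freshwater bacterium that lives on organic carbon and can also harvest light with bacteriochlorophyll. Its photosynthesis genes lie together in a photosynthesis gene cluster (PGC). Aerobic cultures grown without light were either moved to 100 µmol photons m^-2 s^-1 or left in the dark, and cells were taken 2, 4 and 8 h later. Dark-adapted cells were also taken at 0 h. The 21 libraries fall into 7 groups with 3 replicates each, named here dark_0h, light_2h, dark_2h, light_4h, dark_4h, light_8h and dark_8h. Groups and replicate numbers were taken from the sample titles.

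The deposited values are raw counts of fragments per locus tag, 1 library per file. According to the methods and the file headers, the authors clipped adapters and low-quality bases, mapped the read pairs with bowtie2 (version not given in the sources used here) to the AP64 genome, assembly ASM69509v2, and counted fragments with featureCounts 2.0.1 over protein-coding, rRNA, tRNA and tmRNA genes. Counting used the strand, so antisense fragments were not added to a gene. Fragments that mapped to several places or overlapped several genes were counted in full at each gene. Any genes with a near-identical copy therefore share counts. Such genes were not set apart and stayed in the tests. Of the 3970 locus tags, 1241 overlap a neighbour on the same strand, 20 of them by more than 50 bp, and fragments within an overlap were counted for both neighbours. All libraries listed the same locus tags, and 0 entries named no gene. Ribosomal RNA had been depleted before library construction, and the libraries were sequenced as pairs on a NovaSeq instrument.

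Gene symbols and coordinates came from the RefSeq gene table of the same assembly, which held 3926 of the 3970 locus tags and a symbol for 609 of them. The other 44 were tested under their locus tag. Locus tags are given without their common prefix GEMMAAP_, and coordinates are 1-based positions on the chromosome. Product names and the genome sequence were not used here. Gene lists defined by product names, including photolyases, and corrections for GC content were therefore not run.

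Library totals ranged from 536391 to 10431003 fragments, a 19.5-fold range. The 6 rRNA genes took 38.3% to 50.6% of a library and the single tmRNA gene 5.80% to 17.4%, so that 207660 to 4383724 fragments per library were left for the other genes. Their median count per gene was between 29 and 580. Small differences were thus less detectable in comparisons with the shallow libraries, which include 1 each of light_4h, dark_4h and dark_8h. No pair of replicates agreed within sampling noise (chi-square per degree of freedom of at least 3.00), and all libraries were kept as separate replicates.

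Differential expression was tested with edgeR 4.0.16 in R 4.3.3 on the counts as deposited. Genes with too few counts were removed with filterByExpr over the 7 groups (minimum count 10, minimum total count 15), which removed 54 genes and left 3916. Libraries were scaled with TMM (factors 0.905 to 1.17). All 21 libraries entered 1 quasi-likelihood fit with a coefficient for each group, so that every contrast shared an estimate of the spread (common biological coefficient of variation 0.134). P-values were adjusted over the 3916 genes by the Benjamini-Hochberg method, and a gene was called differentially expressed at an FDR below 0.01 with an absolute log2 fold change (log2FC) above 1. Contrasts were light against dark at 2, 4 and 8 h, the average of these 3 differences, and dark cells at 2, 4 and 8 h against dark-adapted cells at 0 h. A difference of the light effect between the hours was tested with a quasi-likelihood F test with 2 degrees of freedom at an FDR below 0.01. Values per gene are TMM-scaled CPM as computed by edgeR, given as mean ± SD with n = 3. Log2FC values are given with their standard error (SE).

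Gene lists were tested with the directional fry test in the same design, with p-values adjusted over 12 lists and 3 hours (36 tests) and a threshold of FDR below 0.05. The lists were the 33 genes of the PGC, its bchP-bchG-ppsR (5 genes), bchFNBH-puhABC (13), puf (6), crtF-bchCXYZ (5) and bchID-puhE (3) operons, the neighbouring hem operon (4), and lists by gene symbol for reactive oxygen defence (5), respiration (15), TCA cycle (5), ribosomal proteins (49) and proteolysis (8). Differences of the light effect between hours, contrasts between dark groups and contrasts between light groups were tested for the same lists, each kind as a family of its own. The share of PGC genes above the median gene was computed from CPM in each dark_0h library, without a test.

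The genes named in the text followed a fixed rule. Named were, for each hour, up to 3 called genes with the largest rise and 3 with the largest fall in light whose light libraries all lay on 1 side of the dark libraries. Further named were pufM, pufL, pufC, pufA, pufB, ppsR, the adjacent regulator gene RS06485, bchF, acsF, hemE, hemF, hemG, hemH and bshB1 whatever their values, the 3 called genes with the largest rise and fall in dark cells between 0 and 8 h, and the 3 genes with the smallest p for a differing light effect. The rule also covered called genes of certain product families and pstC. Product families were not used here, and pstC was not among the called genes. Groups, tests, thresholds, lists, this rule and the alternatives were chosen before the data were examined, except for 2 alternatives and those tests that the closing part of the text names as chosen later.

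The alternatives were scaling with RLE, upper quartile or library totals, no filter, a filter of 1 CPM in 3 libraries, RNA genes left out, fits with only the groups compared, DESeq2 1.42.0, the edgeR likelihood ratio test, the robust quasi-likelihood fit, limma-voom (limma 3.58.1), other thresholds, the dark_0h group as reference, the replicate number as a block, and each replicate left out in turn. Lists were also tested with camera, with an estimated correlation or the preset of 0.01, as means, and with the 5 genes between the 2 stretches of the PGC added. RPKM replaced CPM for the share of PGC genes. Chosen after seeing the data were the thinning of all libraries to equal depth and fits of other contrasts without light_4h replicate 2.

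Replicate numbers were checked for pairing by correlating deviations from the group means. At 2 h the light and dark libraries with the same number deviated together (r = 0.271, 0.153 and 0.108 across genes for numbers 1, 2 and 3), above the limit of 0.1 set for all pairs, so the numbers paired the 2 h libraries by this measure.

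The procedure was tested on simulated counts with 200 genes changed 4-fold. The share recovered was 98.5%, 98% and 98.5% for light against dark at 2, 4 and 8 h (3910, 3907 and 3905 genes in the test), 100% for the average (3906 genes), and 99%, 100% and 97% for the dark comparisons at 2, 4 and 8 h (3910, 3912 and 3909 genes). Of the unchanged genes, 1 was called at 2 h in light against dark, 1 in the dark comparison at 4 h and 0 in the others. With the PGC genes changed 1.6-fold at 2 h, fry called 6 of 6 changed lists, the PGC and its operons, and 0 unchanged ones (3910 genes). Genes were drawn independently of each other and without a deviating library. The simulations therefore do not give the share recovered for changes near the fold limit or with such a library. Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9 was used for tables and plots.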

Results

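The response of G. phototrophica to a shift from darkness to light was followed in the transcriptomes of 21 cultures. Cultures lit for 2, 4 or 8 h at 100 µmol photons m^-2 s^-1 were compared with cultures kept in the dark for the same time, and dark-adapted cells at 0 h served as the starting point. Each of the 7 groups held 3 libraries. Depth differed between and within groups. Totals were 3861573 to 6992796 fragments in dark_0h, 829766 to 2094669 in light_2h, 1228327 to 4900788 in dark_2h, 580093 to 2645079 in light_4h, 536391 to 6699091 in dark_4h, 1256180 to 10431003 in light_8h and 568512 to 2418036 in dark_8h.

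The first question was how strongly the PGC is expressed in the dark. The PGC lies on the chromosome in 2 stretches, from position 1556909 to 1577206 and from 1583865 to 1599250. In dark-adapted cells 32 of its 33 genes were expressed above the median gene, a share of 97.0% ± 0 (SD, n = 3). The median PGC gene had 176.5 ± 10.9 CPM, whereas the median of all genes was 60.9 ± 0.286 CPM (SD, n = 3). The share was 97.0% under each alternative tried, including RPKM in place of CPM.

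The effect of light was tested separately at each hour against the dark control of that hour. After 2 h, 18 of 3916 genes were differentially expressed by edgeR, 2 with higher and 16 with lower expression in light. Of these, 11 belonged to the PGC and 2 to the adjacent hem operon. An unadjusted p below 0.05 was reached by 534 genes, with 195.8 expected by chance. DESeq2 called 21 genes, the likelihood ratio test 23, and the robust fit and limma-voom 18 each. The alternative that moved the number most was the use of dark-adapted cells at 0 h as reference, with 89 genes, of which 14 were among the 18. The number fell to 5 without light_2h replicate 1, to 7 without dark_2h replicate 2 and to 10 without dark_2h replicate 3, so it rested on these libraries.

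The strongest decrease after 2 h was found for bshB1 (1550934 to 1551653), which encodes an enzyme of bacillithiol synthesis and lies next to the hem operon. Its expression was 9.76 ± 1.5 CPM in light and 33.2 ± 7.89 CPM in the dark (SD, n = 3), a log2FC of -1.83 ± 0.31 (SE, edgeR FDR 0.00165). It was not called without light_2h replicate 1 (FDR 0.0322) or dark_2h replicate 2 (FDR 0.0184). The heme synthesis gene hemF (1553219 to 1554208) changed from 143.7 ± 20.6 CPM in the dark to 44.3 ± 15 CPM in light, a log2FC of -1.78 ± 0.31 (edgeR FDR 0.00207). The call of hemF was lost under the robust fit (FDR 0.018) and without light_2h replicate 1 (0.0447), dark_2h replicate 2 (0.0164) or dark_2h replicate 3 (0.0109). The neighbouring hemG (1551743 to 1553215) had 74.4 ± 17.9 CPM in light and 248.7 ± 25.7 CPM in the dark, with a log2FC of -1.77 ± 0.23 (edgeR FDR 0.000123), and stayed called whichever of the 6 libraries was left out. In hemE (1554211 to 1555305) the log2FC of -1.30 ± 0.28 was just above the threshold (edgeR FDR 0.0103), and it was called by DESeq2 (FDR 0.00292) and the likelihood ratio test (FDR 0.00102), with the replicate number as a block (FDR 0.00125), with only the groups compared (FDR 0.00049) and with RNA genes left out (FDR 0.00721). The ferrochelatase gene hemH (3475734 to 3476942), which lies elsewhere, had a log2FC of 0.06 (edgeR FDR 0.906) that changed sign to -0.002 without dark_2h replicate 2.

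In the PGC the light-harvesting gene pufA decreased most. The level of pufA (1587069 to 1587284) was 597.9 ± 27.7 CPM in light and 2038 ± 204 CPM in the dark (SD, n = 3), a log2FC of -1.77 ± 0.23 (SE, edgeR FDR 0.000123). For pufB (1587486 to 1587620) it was 405.4 ± 30.4 and 1117 ± 41.5 CPM, with a log2FC of -1.46 ± 0.19 (edgeR FDR 0.000123). RS06595, which lies between these 2 genes and was named after its values were seen, had a log2FC of -1.53 (edgeR FDR 0.00022). All 3 stayed called whichever of the 6 libraries was left out. The reaction center genes pufC (1583865 to 1584920), pufM (1584959 to 1586062) and pufL (1586075 to 1586899) had log2FC values of -1.44, -1.12 and -0.97 and were not called (edgeR FDR 0.0156, 0.0199 and 0.0756). The likelihood ratio test called pufC (FDR 0.00109) and pufM (FDR 0.00199), and DESeq2 called pufM (FDR 0.00319). With the replicate number as a block, pufC (log2FC -1.43, FDR 0.00266) and pufM (log2FC -1.12, FDR 0.00544) were called, and both were also called in a fit with only the groups compared (FDR 1.75e-05 and 5.94e-05). Among the bacteriochlorophyll genes, bchL (1570581 to 1571468, overlapping its neighbour by 1 bp) had a log2FC of -1.22 ± 0.18 and bchY (1590233 to 1591870, overlap 1 bp) one of -1.09 ± 0.17, both with an edgeR FDR of 0.000538. Both calls were lost without light_2h replicate 1, with an FDR of 0.0137 each and log2FC values of -1.05 for bchL and -0.96 for bchY. The cyclase gene acsF (1572677 to 1573729) had a log2FC of -1.15 ± 0.21 (edgeR FDR 0.00262), which was not called without light_2h replicate 1 (FDR 0.0481), light_2h replicate 2 (0.0135), dark_2h replicate 2 (0.0141) or dark_2h replicate 3 (0.0175). No change was detected for bchF (1563145 to 1563708, log2FC -0.30, edgeR FDR 0.467), for the regulator gene ppsR (1560584 to 1562017, log2FC -0.53, FDR 0.473) or for RS06485 (1561995 to 1562870, log2FC -0.18, FDR 0.543), which encodes a cobalamin-dependent regulator and overlaps ppsR by 23 bp. In ppsR all light libraries nevertheless lay below the dark ones, with 120 ± 1.46 CPM in light and 172.8 ± 18.9 CPM in the dark. Its spread in the shared fit included light_4h replicate 1, where ppsR lay more than 3-fold above both other replicates. A decrease of ppsR smaller than the fold limit was thus not excluded.

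Only 2 genes were called with higher expression after 2 h. RS01445 (325001 to 325411) rose from 280.1 ± 16.3 CPM in the dark to 634.3 ± 28.6 CPM in light (SD, n = 3), a log2FC of 1.18 ± 0.22 (SE, edgeR FDR 0.00307). RS08400 (2026638 to 2027417) rose from 3.79 ± 0.579 to 11.1 ± 1.04 CPM, a log2FC of 1.603 ± 0.32 (edgeR FDR 0.00635). Neither call held without any one of light_2h replicates 1, 2 and 3 and dark_2h replicates 1, 2 and 3, where the edgeR FDR was 0.0132 to 0.0258 for RS01445 and 0.0119 to 0.0705 for RS08400. RS08400 was also not called with scaling by library totals (FDR 0.0115).

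All 33 PGC genes had lower expression in light than in the dark after 2 h, with log2FC values between -1.77 and -0.16. The median log2FC of the PGC was -0.68 and the mean -0.80 (fry FDR 6.38e-05). The number of PGC genes called was 11 over all genes and 13 when p-values were adjusted over the list alone. The mean in place of the median moved the value most, and the FDR stayed between 2.33e-47 and 0.00223 over the alternatives. By operon, the median log2FC was -1.45 in puf (fry FDR 0.000363), -0.92 in bchFNBH-puhABC (6.38e-05), -0.60 in crtF-bchCXYZ (0.000111), -0.60 in bchID-puhE (0.000792) and -0.54 in bchP-bchG-ppsR (0.013). Part of the crtF-bchCXYZ value may come from its control, since this operon was higher in dark_2h than in dark_0h (median 0.28, fry FDR 0.0414). The hem operon had a median of -1.53 (fry FDR 0.00058). With the preset correlation of camera the PGC, its operons and the hem operon were called as under fry. With an estimated correlation camera called the PGC, and did not call bchP-bchG-ppsR (FDR 0.122).

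**Figure D1:**
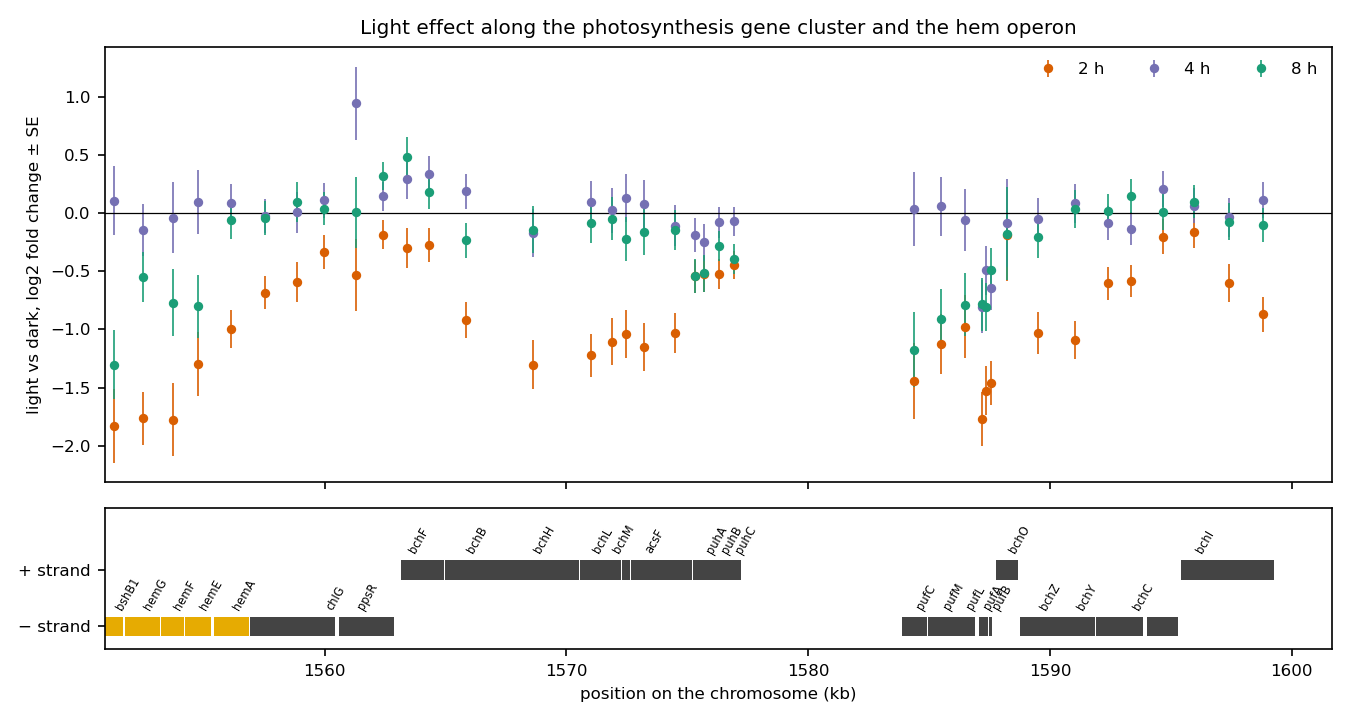
Log2 fold change between light and dark after 2, 4 and 8 h for the genes of the hem operon with bshB1 (gold) and the PGC (dark grey), plotted against the position on the chromosome, with SE from the edgeR fit. The PGC genes lie below 0 after 2 h, between -1.77 and -0.16, and on both sides of 0 after 4 and 8 h.

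After 4 h, 0 of 3916 genes were differentially expressed by edgeR, and 251 reached an unadjusted p below 0.05. DESeq2, the likelihood ratio test, the robust fit and limma-voom also called 0 genes. The smallest edgeR FDR was 0.0417, for hemH, with 193.7 ± 24.7 CPM in light and 334 ± 54.3 CPM in the dark (SD, n = 3) and a log2FC of -0.79 ± 0.14. The PGC had a median log2FC of 0.01 (fry FDR 0.854) and a mean of -0.01, with 16 genes lower and 17 higher in light, and 0 PGC genes were called by edgeR over all genes, 0 when adjusted over the list alone and 0 by DESeq2, the likelihood ratio test, the robust fit or limma-voom, with 5 at an unadjusted p below 0.05. The sign of the median depended on single libraries. It was -0.14 without light_4h replicate 2, -0.17 without dark_4h replicate 1 and 0.16 without dark_4h replicate 2. The puf operon had a median of -0.28 (fry FDR 0.175), and without light_4h replicate 2 it was -0.90 with an FDR of 0.000853, whereas it was -0.08 without light_4h replicate 1 (FDR 0.583) or light_4h replicate 3 (FDR 0.558). It was also called with the preset correlation of camera (FDR 0.000247). For bchP-bchG-ppsR the median was 0.11 (fry FDR 0.457), and it was -0.07 without dark_4h replicate 1 and 0.00 without light_4h replicate 1. The log2FC of pufA was -0.81 (edgeR FDR 0.518). For ppsR it was 0.95 (edgeR FDR 0.6) with 318.6 ± 258 CPM in light and 163.8 ± 39.1 CPM in the dark, and it was 0.11 without light_4h replicate 1, in which ppsR reached 616.5 CPM.

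After 8 h, 7 genes were called by edgeR, 2 higher and 5 lower in light, and 819 had an unadjusted p below 0.05. DESeq2 and limma-voom called 12 genes each, the likelihood ratio test 25 and the robust fit 5. The number of calls was 1 without light_8h replicate 1, 30 without light_8h replicate 2, 4 without light_8h replicate 3, 15 without dark_8h replicate 1, 11 without dark_8h replicate 2 and 4 without dark_8h replicate 3. Leaving light_4h replicate 2 out of the fit gave 22 genes, although it is not part of this contrast. The largest shift came with the dark_0h reference, under which 340 genes were called and 1 of the 7 was among them.

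RS01445 was the gene called at both 2 and 8 h. After 8 h it had 1077 ± 183 CPM in light and 333.4 ± 47.8 CPM in the dark (SD, n = 3), a log2FC of 1.70 ± 0.23 (SE, edgeR FDR 0.00048). The SOS repressor gene lexA (2235988 to 2236596) had 79.9 ± 10.6 CPM in light and 40.9 ± 13.4 CPM in the dark, with a log2FC of 1.07 ± 0.18 (edgeR FDR 0.00222). Its call was lost without light_8h replicate 1 (FDR 0.0334) and without dark_8h replicate 3 (log2FC 0.74, FDR 0.0468), and in a fit with only the groups compared (FDR 0.08). RS20570 (2785555 to 2785719) had 11.8 ± 3.81 CPM in light and 59.0 ± 16.5 CPM in the dark, a log2FC of -2.22 ± 0.31 (edgeR FDR 0.000564). It was not called without light_8h replicate 1 (FDR 0.0296). Against dark_0h its log2FC was -0.82 (edgeR FDR 0.0261), so part of the difference was a higher level in dark_8h. The adjacent genes RS04270 (1025950 to 1026744) and RS04275 (1026922 to 1027539) had log2FC values of -2.35 ± 0.42 and -3.34 ± 0.57 (edgeR FDR 0.00483 and 0.00324). RS04275 was at 10.8 ± 4.59 CPM in light and 74.2 ± 94.8 CPM in the dark, and the SD in the dark exceeded the mean because of dark_8h replicate 3 with 183.7 CPM. Without this library the log2FC was -0.91 for RS04270 (FDR 0.155) and -1.16 for RS04275 (FDR 0.243). Both calls were also lost without light_8h replicate 1 (FDR 0.0505 and 0.0703) or light_8h replicate 3 (FDR 0.0337 and 0.0103) and under the robust fit (FDR 0.0241 and 0.0212) or with only the groups compared (FDR 0.08 each). The other 2 called genes, named after their values were seen, were RS20575 (log2FC -1.85, edgeR FDR 0.00222) and ccoN (log2FC -1.76, edgeR FDR 0.00922). RS20575 was not called without light_8h replicate 1 (FDR 0.0339), light_8h replicate 3 (0.014) or dark_8h replicate 2 (0.0102). The call of ccoN was lost without light_8h replicate 1 (FDR 0.0916), light_8h replicate 3 (0.0337) or dark_8h replicate 3 (log2FC -0.71, FDR 0.257), with library totals (0.0129), equal depth (0.0715) or only the groups compared (0.08), and with DESeq2 (0.0174), the robust fit (0.0292) and limma-voom (0.0111).

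The PGC had a median log2FC of -0.14 after 8 h (fry FDR 0.248) and a mean of -0.21, with 22 genes lower and 11 higher in light. For the PGC genes edgeR made 0 calls over all genes, 0 when adjusted over the list alone and 12 at an unadjusted p below 0.05, and DESeq2, the likelihood ratio test, the robust fit and limma-voom made 0. The puf operon was lower in light, with a median of -0.80 in 6 of 6 genes (fry FDR 0.0236). This call was lost without light_8h replicate 1 (FDR 0.0633), light_8h replicate 3 (0.0566), dark_8h replicate 2 (0.0607) or dark_8h replicate 3 (0.0792) and with scaling by library totals (0.0588) or an estimated correlation in camera (0.159). The log2FC of pufA was -0.78 (edgeR FDR 0.056), and the gene was called without dark_8h replicate 1 (log2FC -1.04, FDR 0.00918), while the log2FC was -0.36 without dark_8h replicate 3 (FDR 0.333). The log2FC of bshB1 was -1.30 (edgeR FDR 0.0192), with a call by DESeq2 (FDR 0.00931) and the likelihood ratio test (FDR 0.00304). No call was made for hemH (log2FC -0.52, edgeR FDR 0.0422), bchF (0.48, FDR 0.11) or ppsR (0.01, FDR 0.989), whose log2FC was -0.07 without light_8h replicate 1 and -0.11 without dark_8h replicate 2.

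**Figure D2:**
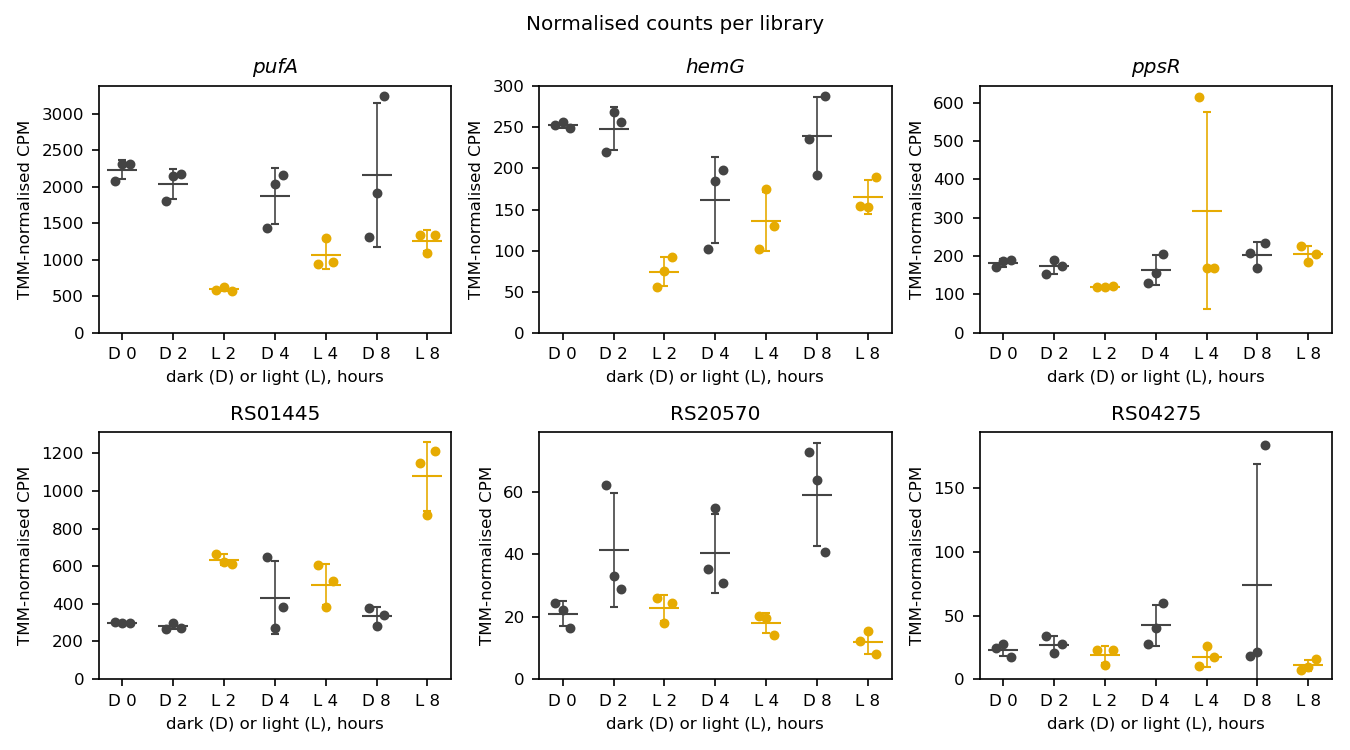
TMM-scaled CPM of pufA, hemG, ppsR, RS01445, RS20570 and RS04275 in the 21 libraries, with replicates 1 to 3 from left to right as dots and mean ± SD as bars. In pufA the light_2h libraries lie below the dark_2h libraries, and in RS04275 dark_8h replicate 3 lies at 183.7 CPM, above its replicates.

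The light effects of the 3 hours were then averaged and compared with each other. In the average 6 genes were called by edgeR, with log2FC values of -1.50 for RS04275, -1.37 for RS20570, -1.22 for RS20575, -1.12 for pufA, -1.01 for bshB1 and 1.02 for RS01445. RS20575 was named after its values were seen. RS04275 (edgeR FDR 0.00914) rested on dark_8h replicate 3, without which its log2FC was -0.76 (FDR 0.0596). Its call held only when light_4h replicate 2, dark_4h replicate 1, dark_8h replicate 1 or dark_8h replicate 2 was left out, and was also lost under the robust fit (FDR 0.0377), limma-voom (0.0215), equal depth (0.0308) and only the groups compared (0.0162). The other calls were lost only at the fold limit. With 1 of light_2h replicates 1 and 2, dark_2h replicate 2, light_4h replicates 1 and 3, dark_4h replicate 2 or dark_8h replicates 2 and 3 left out the log2FC of bshB1 lay between -0.998 and -0.817, and it was -0.94 with library totals and -0.95 with limma-voom. That of RS01445 lay between 0.935 and 0.997 without light_4h replicate 1, dark_4h replicate 2, dark_4h replicate 3, light_8h replicate 3 or dark_8h replicate 2, and that of pufA was -0.98 without dark_8h replicate 3. DESeq2 called 7 genes, the likelihood ratio test 8, and the robust fit and limma-voom 5 each. The number was 3 without light_4h replicate 1, 3 without dark_4h replicate 2, 3 without dark_8h replicate 3 and 12 without light_4h replicate 2. A difference of the light effect between the hours was called for 0 genes by the edgeR F test, with 406 genes at an unadjusted p below 0.05. DESeq2 called 14 genes, the likelihood ratio test 6, and the robust fit and limma-voom 0 each. Without dark_4h replicate 2 the edgeR F test called 3 genes, RS01445, bshB1 and bchY, each with an FDR of 0.00859. The smallest FDR values were 0.113 for bchY, 0.113 for bchL and 0.123 for hemG. As a list, the PGC differed between the hours. Its light effect was higher after 4 h than after 2 h by a median log2 difference of 0.82 (fry FDR 0.00273), in 33 of 33 genes, and higher after 8 h than after 2 h by 0.64 (fry FDR 0.00505). Between 8 and 4 h the median difference was -0.16 (fry FDR 0.559).

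After 2 h the respiration genes had a median log2FC of -0.29, with 12 of 15 lower in light (fry FDR 0.0262). This call was lost without light_2h replicate 1 (FDR 0.123), light_2h replicate 2 (0.0881), dark_2h replicate 2 (0.0698) or dark_2h replicate 3 (0.0745) and with scaling by library totals (0.225) or at equal depth (0.0857). After 8 h their median was -0.32, with 13 of 15 lower (fry FDR 0.0262), and the call was lost without light_8h replicate 1 (FDR 0.0803), light_8h replicate 3 (0.0598), dark_8h replicate 2 (0.0607) or dark_8h replicate 3 (0.136) and with scaling by library totals (0.162). The proteolysis genes had a median of 0.08 after 2 h, with 5 of 8 higher (fry FDR 0.033), and the call was lost without light_2h replicate 1 (FDR 0.0585), light_2h replicate 2 (0.095), light_2h replicate 3 (0.056), dark_2h replicate 2 (0.124) or dark_2h replicate 3 (0.0745), with scaling by library totals (0.151), with the preset correlation of camera (0.0992) and at equal depth (median -0.001, FDR 0.0857). No change was detected by fry after 2 h for reactive oxygen defence (median -0.00, mean 0.03, FDR 0.798), the TCA cycle (-0.23, FDR 0.101) or ribosomal proteins (-0.10, FDR 0.472). The median of reactive oxygen defence was above 0 without light_2h replicate 1 (0.07), dark_2h replicate 1 (0.01) or dark_2h replicate 2 (0.04) and under the scalings by RLE (0.004), upper quartile (0.007) and library totals (0.02). The TCA cycle had medians from -0.34 to -0.17 with 1 replicate left out and was called without dark_2h replicate 1 (FDR 0.0311), with the replicate number as a block (median -0.23, FDR 0.046) and with the preset correlation of camera (FDR 0.0398), which also called the ribosomal proteins (FDR 0.0096). After 8 h the ribosomal proteins had a median of -0.33, with 40 of 49 lower (fry FDR 0.0517), and were called with scaling by RLE (FDR 0.047) or upper quartile (0.0462) and with the preset correlation of camera (6.61e-10). The hem operon had a median of -0.66 (fry FDR 0.204) and was called with that correlation (0.0398). The proteolysis genes had one of 0.08 (fry FDR 0.101) and were called without light_8h replicate 1 (FDR 0.0311), with medians from 0.04 to 0.19 with 1 replicate left out. Apart from the PGC as a whole, 10 of 33 list tests were called by fry. With an estimated correlation camera called 5 of these 10 and did not call bchP-bchG-ppsR, respiration and proteolysis after 2 h or puf and respiration after 8 h.

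Changes without light were examined in the dark controls against dark-adapted cells at 0 h. Here 38 genes were called by edgeR after 2 h (34 higher and 4 lower), 79 after 4 h (75 and 4) and 146 after 8 h (111 and 35), in all 160 different genes. Of the 38 genes called after 2 h, 34 were also called after 8 h and 32 at all 3 hours. In 20 simulations of unchanged groups that share the dark_0h libraries, the number of genes called at both 2 and 8 h was 0. As the mean number called was 0.05 at 2 h and 0 at 8 h, hardly any gene could be shared. The simulations therefore cannot tell whether the shared calls stem from a deviation of the dark_0h libraries. DESeq2 called 43, 81 and 148 genes and limma-voom 35, 81 and 143. Without a fold limit, which moved the last number most, 374 genes passed after 8 h. The count after 2 h was 24 without dark_0h replicate 2, and the count after 4 h was 49 without dark_0h replicate 2 and 51 without dark_4h replicate 2. Of the 24 genes called between light and dark at 2 or 8 h, 4 were among the genes that changed in the dark. These were RS04270, RS04275, RS20570 and RS20575. In light_8h their log2FC against dark_0h was -0.48, -1.36, -0.82 and -0.75, and none was called. Against dark_8h the decreases were larger, so part of each reflected a higher level in dark_8h than in dark_0h.

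The genes with the largest rise in dark cells between 0 and 8 h were RS17145 (4067436 to 4068023) and RS17150 (4068020 to 4068415), which overlap by 4 bp, and RS14685 (3470339 to 3471520). RS17145 rose from 6.58 ± 1.28 to 156.7 ± 11.7 CPM (SD, n = 3), a log2FC of 4.55 ± 0.36 (SE, edgeR FDR 7.37e-09). RS17150 rose from 6.33 ± 0.969 to 148.5 ± 33.2 CPM, with a log2FC of 4.49 ± 0.28 (FDR 2.47e-10), and RS14685 from 3.40 ± 0.72 to 68.4 ± 28.9 CPM, with one of 4.41 ± 0.35 (FDR 7.37e-09). The largest falls were found for RS13770 (3256592 to 3256807, overlap 1 bp) with a log2FC of -1.89 ± 0.29 (edgeR FDR 6.34e-05), RS12925 (3052212 to 3052589) with -1.67 ± 0.24 (FDR 3.3e-05) and RS02440 (550884 to 551183, overlap 1 bp) with -1.58 ± 0.28 (FDR 0.000379). These 6 genes stayed called whichever of the 6 libraries compared was left out.

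**Figure D3:**
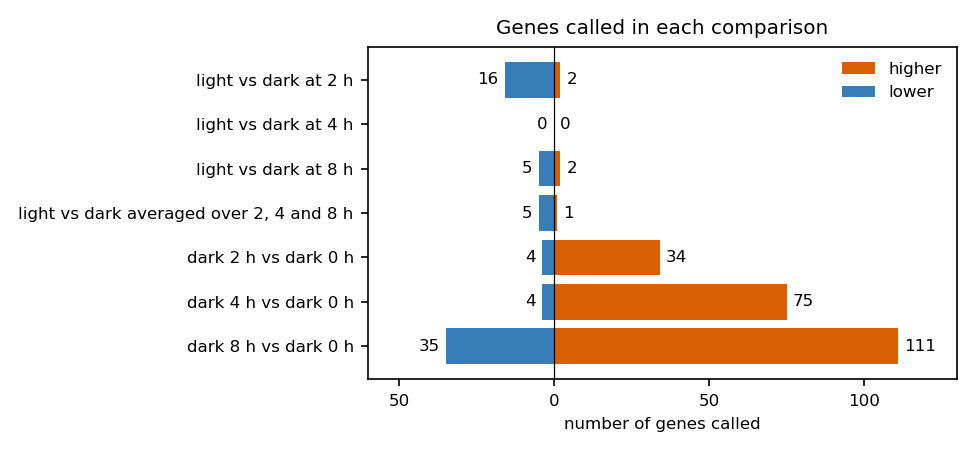
Number of genes called higher and lower by edgeR in each contrast between light and dark and between dark controls and dark-adapted cells. Calls between light and dark number 18, 0 and 7 after 2, 4 and 8 h, and those in the dark 38, 79 and 146.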

Values the study reported

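The study combined this shift to 100 µmol photons m^-2 s^-1 with a further one to 200 and listed 128 differentially expressed genes for both together. Most of them showed no response at the lower intensity. A YceI family gene and a 2-oxoacid:acceptor oxidoreductase gene were repressed most there, about 10-fold. In its discussion the study gave a transient repression of PGC genes of 2-fold, against 32-fold in Sediminicoccus rosea, and described ppsR as not responding to light. For aerobic cultures moved to 100 µmol photons m^-2 s^-1 and sampled after 2 and 8 h, it counted 41 genes that differed at a fold change above 2 and a p below 0.05.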

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

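The tests on other scalings, on equal depth, on single libraries, on the label of light_4h replicate 2 at 4 h and on the dark controls were chosen only after the differences between the hours had been seen.

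The effect of light on the PGC differed between the hours when the difference itself was tested with fry. Between 4 and 2 h the median difference of log2FC was 0.816 for the PGC, 0.601 for bchP-bchG-ppsR, 0.923 for bchFNBH-puhABC, 1 for puf, 0.52 for crtF-bchCXYZ, 0.569 for bchID-puhE and 1.506 for the hem operon (fry FDR 0.00273 to 0.0436). Between 8 and 2 h it was 0.643 for the PGC, 0.544 for bchP-bchG-ppsR, 0.786 for bchFNBH-puhABC, 0.734 for crtF-bchCXYZ, 0.527 for bchID-puhE and 0.972 for the hem operon (fry FDR 0.00273 to 0.0467). The puf operon had 0.495 in the latter comparison and was not called (fry FDR 0.184). In each called case light lowered expression less, or not at all, at the later hour. All 33 PGC genes went in this direction in both comparisons. No single gene passed the edgeR F test (0 of 3916, with 406 at an unadjusted p below 0.05, 14 genes called by DESeq2, 6 by the likelihood ratio test and 0 by limma-voom and the robust fit).

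Several technical explanations were tested on the PGC as a list. Under 3 other scalings the difference between 4 and 2 h had a fry FDR of at most 0.00845, and that between 8 and 2 h of at most 0.0287, which argues against the scaling as the whole cause. At equal depth the FDR was 0.00613 and 0.00897, so unequal depth alone did not give the differences. With the abundant RNA genes left out it was 0.00266 and 0.0049. With each of the 12 libraries of a comparison left out in turn the largest FDR was 0.0106 and 0.0191. A wrong label on light_4h replicate 2 was not needed for either, since the FDR was 0.00635 without that library for 4 against 2 h and 7.4e-05 for 8 against 2 h in a fit without any 4 h library.

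A shift of the dark controls between the hours could give the same pattern without any change in light. The PGC was therefore also compared between light libraries only. It was higher in light_4h than in light_2h, with a median log2FC of 0.46 and 32 of 33 genes higher (fry FDR 0.00319), and higher in light_8h than in light_2h, with a median of 0.68 and 30 of 33 genes higher (fry FDR 0.000101). Without light_4h replicate 2 the former was 0.35, with 26 of 33 genes higher (FDR 0.0414). The controls thus did not make the whole difference. They may make part of that between 4 and 2 h. Between dark_4h and dark_2h the PGC had a median of -0.24, with 30 of 33 genes lower in dark_4h, and was not called (fry FDR 0.0768). Its crtF-bchCXYZ operon was called in this comparison (median -0.32, fry FDR 0.039), and no other PGC operon was. The same operon was higher in dark_2h than in dark_0h (median 0.28, 5 of 5 genes, fry FDR 0.0414). In dark_4h it was not called against dark_0h (median -0.04, fry FDR 0.714). A rise in dark_2h may thus make part of its light effect at 2 h and of its differences between the hours. Between light_4h and light_2h that operon rose by a median of 0.28 (fry FDR 0.0419). The PGC was also lower in dark_4h than in dark_8h (median -0.38, fry FDR 0.0494), a group outside this difference. Against dark_0h the PGC was not called in dark_4h (-0.30, FDR 0.0639), while its bchFNBH-puhABC operon was (median -0.37, fry FDR 0.0414). Differences in the cultures or in their handling between the hours stay open, as the labels give no batch. A transient response of the PGC to light, strongest at 2 h among the hours sampled, remains as a hypothesis that was found and tested on the same libraries.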

How the results depend on the processing

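Equal depth and the omission of light_4h replicate 2 from fits of other contrasts were chosen only after seeing the data, and the other alternatives before. The GC offset, alone or with the replicate block, was not run because the genome sequence was not used here, and lists by product name were not run for lack of product names.

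Of the recomputed counts of called genes, 111 stayed within 1.5 times the value in the report and 19 did not, and with 1 replicate left out 59 did and 18 did not. The dark_0h reference gave 89 genes at 2 h (61 higher and 28 lower, against 2 and 16), 90 at 4 h and 340 at 8 h, since it adds the changes over time in the dark. An unadjusted p below 0.05 with the fold limit gave 28, 9 and 55 genes at 2, 4 and 8 h, and an unadjusted p below 0.05 gave 406 genes in the F test between hours. An FDR below 0.01 without a fold limit gave 34 genes at 2 h, 18 at 8 h, 72 in the average, and 119 and 374 in the dark at 4 and 8 h. An FDR below 0.05 gave 30 genes at 8 h. These thresholds are looser by construction. The 8 h count was also 12 with DESeq2, 12 with limma-voom, 25 with the likelihood ratio test and 3 with only the groups compared, and the F test between hours gave 14 genes with DESeq2 and 6 with the likelihood ratio test. The cause was not tested. With scaling by library totals the split in the dark at 8 h was 93 higher and 53 lower, against 111 and 35. This scaling shifted the median log2FC of all genes by 0.16 for light against dark at 4 h, by -0.13 in the dark at 4 h and by -0.11 in the dark at 8 h.

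With 1 replicate left out the count ranged from 5 to 23 at 2 h, stayed at 0 at 4 h, and ranged from 1 to 30 at 8 h, from 3 to 12 in the average, from 0 to 3 in the F test, and from 24 to 47, 49 to 100 and 108 to 163 in the dark at 2, 4 and 8 h. At 2 h the lowest counts came without light_2h replicate 1 (5), dark_2h replicate 2 (7) and dark_2h replicate 3 (10). At 8 h the count was 1, 30 and 4 without light_8h replicates 1, 2 and 3, and 15, 11 and 4 without dark_8h replicates 1, 2 and 3. It was 22 at 8 h and 23 at 2 h without light_4h replicate 2. The average gave 3 genes without light_4h replicate 1, dark_4h replicate 2 or dark_8h replicate 3 and 12 without light_4h replicate 2. The F test gave 3 without dark_4h replicate 2. In the dark the count was 24 at 2 h and 49 at 4 h without dark_0h replicate 2 and 51 at 4 h without dark_4h replicate 2. The cause was not tested.

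The PGC after 2 h kept its direction and its call under every alternative tried, with a median log2FC from -0.79 to -0.67 with 1 replicate left out, -0.60 with the genes between its 2 stretches and -0.66 at equal depth, and a mean of -0.80. Its share above the median gene in the dark was 97.0% under each alternative. After 4 h, where the median was 0.01, it was -0.34 with the dark_0h reference (fry FDR 0.0114), -0.04 at equal depth and -0.011 as a mean, and from -0.17 (without dark_4h replicate 1) to 0.16 (without dark_4h replicate 2) with 1 replicate left out. After 8 h it was -0.14 and called with the preset correlation in camera (FDR 0.017), 0.03 with the dark_0h reference, and -0.18 to -0.08 with 1 replicate left out. Of the 33 other list tests, 10 were called. There were 6 calls with library totals, 5 with an estimated correlation in camera and 21 with the dark_0h reference, and from 7 to 13 with 1 replicate left out.

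The replicate number as a block was tried for every contrast. By the limit of 0.1 set for all pairs, numbers paired the 2 h libraries only. At 4 h the correlations were -0.209, -0.013 and 0.112 and at 8 h 0.097, 0.262 and 0.223, not all above 0.1. The lowest value at 8 h missed the limit narrowly, so pairing of the 8 h libraries stays open. No count of calls moved by over 1.5 times under the block. At 2 h the block added calls of hemE (FDR 0.00125), pufC (FDR 0.00266) and pufM (FDR 0.00544) and of the TCA cycle (median -0.23, fry FDR 0.046), while ccoN was not called at 8 h under the block (FDR 0.0144), nor was bshB1 in the average (log2FC -0.94). It changed no other call of a list or gene named in the report. The sign changed under the block for the PGC at 4 h (-0.031), ppsR at 8 h (-0.008) and reactive oxygen defence at 2 h (0.004), all near 0 in the report as well.

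With the dark_0h reference the log2FC at 4 h was -0.35 for bchL, -0.16 for bchY and 0.061 for hemH, the log2FC at 8 h was 0.052 for hemH, and the median of proteolysis at 8 h was -0.044. Library totals gave 0.023 for hemG at 4 h, and limma-voom -0.005 for ppsR at 8 h. Reactive oxygen defence at 2 h had medians of 0.004 with RLE, 0.007 with upper quartile, 0.015 with library totals and 0.022 with the dark_0h reference, and a mean of 0.033. Proteolysis at 2 h was -0.001 at equal depth. With 1 replicate left out, the ranges that spanned 0 were -0.002 to 0.13 for hemH at 2 h, -0.44 to 0.041 for hemG, -0.15 to 0.26 for bchL and -0.063 to 0.34 for bchY at 4 h, -0.11 to 0.14 for ppsR and -0.046 to 0.17 for bchY at 8 h, -0.067 to 0.24 for bchP-bchG-ppsR at 4 h and -0.053 to 0.073 for reactive oxygen defence at 2 h. The cause was not tested.

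The remaining changes concerned calls alone. With the dark_0h reference bchY (FDR 0.015) and RS08400 (FDR 0.0247) were not called at 2 h, nor were RS04270, RS04275, lexA and RS20570 at 8 h (FDR 0.362, 0.0611, 0.00663 and 0.0261, with a log2FC of 0.51 for lexA). The same reference added calls of hemE, pufC and pufM at 2 h (FDR 0.00123, 0.00107 and 0.00193). It also added pufA at 4 h (log2FC -1.06, FDR 0.00379) and bshB1 at 8 h (FDR 0.000153). Lists gained were the TCA cycle and ribosomal proteins at 2 h (fry FDR 0.0183 and 0.0288). The puf operon at 4 h (median -0.83, fry FDR 0.00275) and ribosomal proteins at 8 h (0.0077) were gained too. Among named genes 13 recomputed values lost a call and 27 gained one under settings other than an omitted replicate, and 32 lost and 1 gained one with a replicate left out. Among lists these numbers were 11, 13, 17 and 3. Omissions that lost a call are given with each gene or list in the report. Of 18 further results of named genes and 15 of lists at 4 and 8 h, with 396 and 240 recomputed values, 34 and 40 values changed sign and 5 and 4 passed the threshold.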

Other observations

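The tests of light_4h replicate 2 as a swapped or a dark_2h library, the count of its genes outside a range, the splits of the average that part the 2 h pairs, and both tests on RS04275 and RS04270 were chosen only after the patterns had been seen.

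Library light_4h replicate 2 lay apart from the other light libraries. Libraries were placed on a scale from dark (0) to light (1) over 461 genes that differed between light and dark at 2 and 8 h in a fit without the 4 h libraries. The other light libraries lay between 0.789 and 1.13, while light_4h replicate 2 lay at 0.221. At equal depth it lay at 0.244, which argues against depth. A swap with a dark_4h library would need one of these among the light libraries, and the highest lay at 0.449. Splits that exchanged it for a dark_4h library did give more genes than the real labels, with 9 at 4 h for dark_4h replicate 3 and 13 in the average for dark_4h replicate 1. These point to different partners, and the average also gave 12 genes when the library was only left out. A dark_2h library under this label is also argued against, since those lay between -0.032 and 0.008. A mixture of light_4h RNA with RNA of dark-adapted 0 h cells may explain the position. The share of light_4h RNA that matched was 23% (bootstrap interval over genes 18 to 27) on the light scale, 30% (28 to 32) on a scale of 38 genes that changed early in the dark and 23% (17 to 28) on one of 75 genes that changed late. The shares differed by up to 7 points, and the intervals of the light and early scales missed each other by a single point, so the criterion set in advance for a mixture was narrowly missed. The mixture was not excluded, because the intervals cover the spread between genes only and the light_4h profile was assumed from 2 libraries. By count, 7 genes of this library lay more than 1.5-fold outside the range of the dark_0h and other light_4h libraries, against 1 to 254 in the other libraries taken from 2 to 8 h. A wrong label from outside the 7 groups and a culture that responded less also stay open. The library was kept. Without it the puf operon was called at 4 h (median -0.90, fry FDR 0.000853), while without light_4h replicate 3 the median was -0.08.

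The dark_4h libraries lay toward light on the same scale, at 0.288, 0.444 and 0.449, while the dark_0h libraries lay between -0.047 and 0.018 and the dark_2h libraries between -0.032 and 0.008. Of the dark_8h libraries, replicate 1 also lay toward light at 0.176 (0.209 at equal depth), and replicates 2 and 3 lay at -0.05 and -0.109. The smallest gap between both groups over 3 other scalings was 0.27 and the gap at equal depth 0.297, which argues against scaling and depth as the source. Stray light or a difference in handling at 4 h could give this position, and neither was tested. Such a shift would shrink the differences between light and dark at 4 h, where 0 genes were called by edgeR, DESeq2, the likelihood ratio test, the robust fit and limma-voom (251 genes at an unadjusted p below 0.05 in edgeR).

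The decreases of RS04275 and RS04270 in light at 8 h rested on dark_8h replicate 3. Without it neither was called, with a smaller FDR of 0.155 for the pair, so that 1 dark library is a sufficient explanation. A mixture of this library with another one of the series is argued against, since RS04275 reached at most 59.7 CPM in the other libraries and 183.7 CPM here. In dark_8h replicate 3, 8 genes lay more than 3-fold above both other replicates. RS04270, RS04275 and ccoN, all called as lower in light at 8 h, were among them. A response of that culture alone may be the source, and it was not tested further.

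Other splits of the libraries were counted for each number of called genes. For light against dark at 2 h and 8 h and for the dark at 2, 4 and 8 h, 1 of 10 splits, the real one, gave as many genes. Because 10 splits allow no share under 0.1, chance cannot be excluded by this count. At 2 h, where the replicate numbers pair the libraries, the other splits that part all 3 pairs gave fewer genes than the real one. At 4 h the real split gave 0 genes by edgeR, so that 10 of 10 splits gave as many by definition and this count says nothing about chance. At 8 h the highest other split gave 5 genes. For the average 1 of 100 random splits gave 6 genes or more, the real one. These ignored the pairing at 2 h. Of 100 splits that part all 3 pairs at 2 h, 2 gave as many genes, the real one and that with light_4h replicate 2 exchanged for dark_4h replicate 1. The exchanged split gave 13 genes, more than the real one. Both counts argue against chance without excluding it. For the F test between hours the real one gave 0 genes by edgeR as well, so that 100 of 100 splits gave as many by definition and nothing follows about chance. Other splits gave up to 52 genes.

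At 2 or 8 h 24 genes were called between light and dark here. That is lower than the numbers of genes quoted from the study above. The results of the study give a p below 0.05 as the limit. Its methods give an FDR below 0.01 with an absolute log2FC above 1, the limit used here. The larger of its numbers also covered a further light intensity. For the other one, the study does not say whether the cultures were those examined here. With an unadjusted p below 0.05 and the fold limit, the count given above for 8 h alone was higher than the smaller of its numbers. The lower number here therefore holds for the stricter limit only. The study does not say whether its p was adjusted, and the cause was not tested further.

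In the dark, 71 of the 146 genes called after 8 h had reached at least 0.5 of their change after 2 h, and 75 had not.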
